A study of Mus musculus with 15 samples. Its data were reported in "Lsd1 regulates skeletal muscle regeneration and directs the fate of satellite cells" (2018).

How the data were processed

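C2C12 is a line of mouse myoblasts that forms muscle fibres in low serum and takes on adipocyte features in an adipogenic cocktail. RNA was sequenced from 15 C2C12 libraries harvested on day 1 of differentiation, in 5 groups of 3. Groups and replicate numbers were taken from the sample titles. In the first experiment, cells transfected with 20 nM of a control siRNA (siCtrl_AD) or of an siRNA against Lsd1 (siLsd1_AD) were placed in adipogenic medium. In the second, cells carrying the empty inducible pSlik vector were placed in myogenic medium with 2% horse serum (pSlik_MYO) or in adipogenic medium with 10% serum (pSlik_AD), and cells carrying pSlik with an LSD1 construct were placed in adipogenic medium (pSlikLSD1_AD). The LSD1 line received doxycycline for 48 h before differentiation; the labels do not say whether the vector line received it.

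The authors mapped paired-end reads to the mouse genome (build mm10) with TopHat version 2 and obtained reads per RefSeq gene with Homer, on 1 chosen transcript per gene. Homer and annotation versions and counting options were not stated. The deposited values of the 9 pSlik libraries are whole-number counts without normalization. In these files more genes held 2 reads than 1 or 3 (679 genes against 488 and 255 in pSlik_AD replicate 1), a pattern that arises when both mates of a pair are counted, so counts overstate the number of independent fragments. The deposited values of the 6 siRNA libraries are not counts: the authors scaled them with 1 factor per library to a common total, between 45444545 and 45762755. Every value was a whole multiple of a single step within rounding (100% of 23373 genes in each of the 6 files), and dividing by that step recovered the reads.

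The design fixed beforehand assumed counts in all files. For the scaled values the test was therefore limma (version 3.58.1) with a mean-variance trend on log2(value + 1), over genes with a value of at least 10 in at least 3 of the 6 libraries, and edgeR on the recovered reads became an added alternative. Fold changes from limma are on the log2(value + 1) scale, which understates changes of genes with low values. For the counts, edgeR (version 4.0.16, R 4.3.3) was used with its default low-count filter, TMM normalization and the quasi-likelihood test, on the 6 libraries of each comparison alone. Standard errors given for edgeR are those implied by the F statistic.

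The comparisons were MYO/AD (pSlik_MYO against pSlik_AD), OE/Ctrl (pSlikLSD1_AD against pSlik_AD) and KD/Ctrl (siLsd1_AD against siCtrl_AD). MYO/AD and OE/Ctrl share their 3 control libraries. A differentially expressed gene (DEG) had, after the study's methods, an unadjusted p under 1e-05, a mean of at least 50 reads or scaled values over the 6 libraries, and a fold change above 1.3 or below 0.77. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison, and a gene is called changed when its adjusted p is under 0.05. Common DEGs were DEGs in all 3 comparisons. Inversely regulated genes (IRGs) were common DEGs with opposite directions in OE/Ctrl and KD/Ctrl. Files were joined on gene symbol: 23370 genes were in both sets, of which 2267 had been counted on another transcript in the second set. CPM values (a gene's reads as a share of its library's total reads, in the usual unit) were computed with recovered reads for the siRNA libraries, and are given as mean ± SD of 3 replicates. Correlations between comparisons are Pearson's r across genes, which are not independent replicates. The sarcomere gene list was tested with a two-sided Fisher exact test against genes tested in all 3 comparisons with a mean of at least 50 in each. Shares of genes carry 95% Wilson intervals. Both treat genes as independent, which genes regulated together are not, and neither measures the spread between replicates. The study reported striated muscle contraction as enriched among its IRGs from these same libraries. The sarcomere test is therefore no independent evidence.

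The genes named were chosen by a rule: Kdm1a (which encodes Lsd1) and Glis1; short lists of muscle and adipogenic genes taken from the study's topics; for each comparison and direction up to 5 DEGs with the largest absolute log2 fold change among those whose 3 values in a group all lay beyond the 3 values of the other; and for each direction of IRGs up to 5 with the largest smallest change. Some genes of these lists count in the totals and are not reported by themselves here. The lists hold genes that the study's text names. Most of the muscle genes are also in the study's list of IRGs up with LSD1 overexpression, drawn from these same libraries. Their directions in OE/Ctrl and KD/Ctrl are therefore no independent test. The groups, this rule, the tests except that of KD/Ctrl, and most alternatives were fixed before the data were examined.

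Total reads per library ranged from 16162918 to 58053627. Intervals and tests based on reads cover counting error and the spread between replicates, not errors shared by all libraries of a group. Replicates were compared before averaging: in each group the read counts of every pair differed by more than counting error (mean chi-square per gene from 3.87 upward over genes with enough reads), so none was treated as a library deposited more than once. The scripts were tested on simulated counts drawn from the real means and library sizes with 200 changed genes. At a dispersion of 0.003 the DEG threshold found 99% of them in MYO/AD (13418 genes) and 98% in OE/Ctrl (13185 genes), and 99.5% in KD/Ctrl with limma (13792 genes). At a dispersion of 0.04 it found 67.5% in OE/Ctrl (13194 genes). There were 0 false calls at that threshold, and at an adjusted p under 0.05 between 1 and 8. The simulated genes were drawn independently, with 1 dispersion for all genes and both groups. In the real OE/Ctrl libraries the spread was far larger in pSlikLSD1_AD than in pSlik_AD and was shared across genes. The simulated rates therefore do not carry over to OE/Ctrl.

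Alternatives were DESeq2 size factors, total counts only, the DESeq2 (version 1.42.0) Wald test, the edgeR exact test, no low-count filter or a mean of at least 1 CPM, all 15 or the 9 pSlik libraries in one fit, the replicate number as a block, each replicate left out, other thresholds and, for the correlation of MYO/AD with OE/Ctrl, disjoint controls. Pseudocounts of 0.1 and 10, genes counted on the same transcript, and exact tests with one common dispersion or a dispersion fixed at 0.01 or 0.05 were added after the data were seen. The pairing tested by the block comes from the replicate numbers in the titles. Coordinates are from the RefSeq annotation of GRCm38, the assembly that mm10 represents, counted from 1.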

Results

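RNA-seq profiles of C2C12 myoblasts were compared on day 1 of differentiation. The 15 libraries formed 5 groups of 3. Total reads per library were 29568737 to 58053627 in siCtrl_AD, 16162918 to 28404641 in siLsd1_AD, 43229015 to 44058700 in pSlik_MYO, 29126433 to 32473030 in pSlik_AD and 35948735 to 40789131 in pSlikLSD1_AD. The ribosomal RNA gene Rn45s took 6.86% of the reads of pSlik_AD replicate 2, against 0.804% and 0.788% in replicates 1 and 3 of that group. Replicates of 4 groups had pairwise correlations of log2 CPM across 12910 genes from 0.994 upward. In pSlikLSD1_AD, r was 0.990 between replicates 1 and 2, 0.979 between replicates 2 and 3, and 0.948 between replicates 1 and 3.

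The manipulated gene was examined first. Kdm1a encodes Lsd1 and lies on chromosome 4 from 136550533 to 136602787 (GRCm38). Its level was 161.3 ± 2.10 CPM in siCtrl_AD and 86.8 ± 1.49 CPM in siLsd1_AD (SD, n = 3). The log2 fold change in KD/Ctrl was -0.89 (SE 0.0404), with a limma adjusted p of 4.68e-09. It was 103.6 ± 2.90 CPM in pSlik_AD and 125.3 ± 8.59 CPM in pSlikLSD1_AD (SD, n = 3). The OE/Ctrl log2 fold change was 0.28 (SE 0.0882), and the edgeR adjusted p of 0.0887 did not pass 0.05; with the DESeq2 Wald test it was 0.0424, and in edgeR without pSlikLSD1_AD replicate 3 it was 0.00569. All 3 libraries of the LSD1 line, at 132.4, 127.7 and 115.7 CPM, lay above the highest control at 106.6 CPM. The study measured human LSD1 transcripts apart from mouse Lsd1 in its C2C12 cells with LSD1 overexpression. Reads of a human construct would not all be counted under mouse Kdm1a. The Kdm1a change is therefore not the size of the overexpression. In MYO/AD, Kdm1a rose by a log2 fold change of 0.57 (SE 0.0425, edgeR adjusted p 1.62e-09), to 147.6 ± 1.31 CPM (SD, n = 3).

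**Figure D1:**
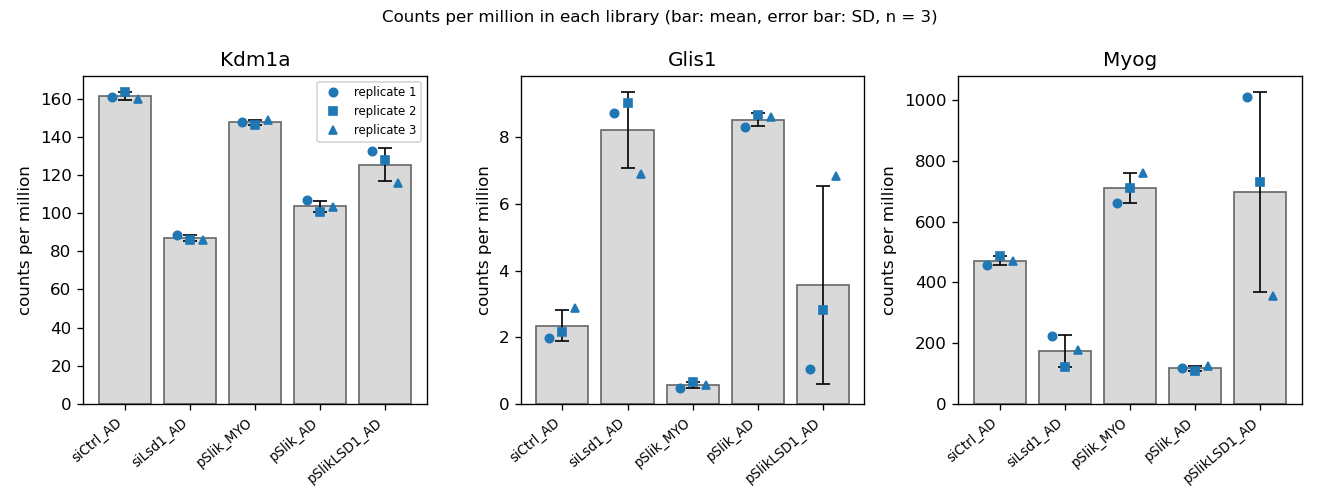
CPM of Kdm1a, Glis1 and Myog (vertical axes) in the 5 groups, with bars for the mean, error bars for the SD and symbols for the 3 replicates. In pSlikLSD1_AD, Myog fell from 1010.5 CPM in replicate 1 to 354.1 CPM in replicate 3, while Glis1 rose from 1.05 to 6.84 CPM.

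The first comparison asked which genes depend on the medium. Of 13482 genes tested in MYO/AD, 3267 were DEGs with higher and 3389 with lower levels in myogenic medium. With the replicate block the counts were 3277 and 3400; the deviations of same-numbered libraries from their group means had a correlation of -0.0215, so no pairing was seen. Fitting all 9 pSlik libraries together moved these counts most among the changes of fit, to 778 and 358. The 5 upward DEGs with the largest changes were Adamts8, Dscam, Hspb3, Cilp and Padi2, with log2 fold changes from 8.16 to 11.13. Adamts8 had no reads in pSlik_AD and 7.39 ± 1.02 CPM in pSlik_MYO (SD, n = 3). Dscam and Hspb3 also had none in pSlik_AD, so these sizes and ranks depend on the small count that edgeR adds. Across the fits that each left out a replicate, Padi2 ranged from 7.61 to 11.06. The 5 downward DEGs were Serpina3m, Serpina3n, Dmbt1, S100a8 and Ephx2, with log2 fold changes from -11.63 to -8.40. Serpina3m and Serpina3n belong to a family of near-identical copies, so the division of reads between them is uncertain. All 5 were near 0 in pSlik_MYO, so their sizes are uncertain too, and Ephx2 ranged from -12.25 to -7.83 across such fits. Of 15 muscle genes, 13 were higher in pSlik_MYO at an edgeR adjusted p under 0.05, including Myog (log2 fold change 2.67, SE 0.0554, adjusted p 1.51e-16). Myod1 did not differ (0.07, adjusted p 0.233). Of the 8 adipogenic genes 2 could be tested: Cebpa was lower in pSlik_MYO (-1.30, adjusted p 9.20e-12) and Pparg was higher (1.75, adjusted p 2.29e-08).

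The second comparison asked what elevated LSD1 does in adipogenic medium. Of 13100 genes tested in OE/Ctrl, 7 were DEGs with higher and 2 with lower levels. With the replicate block there were 0 in either direction, although 3765 genes had an unadjusted p under 0.05 in that fit. The deviations of same-numbered libraries had a correlation of 0.0634, so little pairing was seen. The block uses up residual degrees of freedom, so its 0 does not by itself show that effects were absent. The biological coefficient of variation between the 3 pSlikLSD1_AD replicates was 27.8%, against 3.83% to 6.97% in the other 4 groups. Without pSlikLSD1_AD replicate 3 there were 825 upward and 51 downward DEGs. At an adjusted p under 0.05 with the same limits on reads and fold change, 665 genes were higher and 192 lower in the fit without a block, whereas with the replicate block no gene passed (lowest adjusted p 0.103). The DEGs named by the rule were Gpc4, Cthrc1, Col1a1, Tmem100 and Myl9, with log2 fold changes from 1.87 to 8.36, and downward Akap12 (-1.16) and Htra1 (-0.95). Gpc4 had at most 0.0924 CPM in pSlik_AD, so the size of its change is uncertain. All 15 muscle genes had higher mean levels in pSlikLSD1_AD, and 8 passed an adjusted p of 0.05 (0 with the block). Most are IRGs of the study from these same libraries, so this shared direction is no independent test. Myog was 116.5 ± 7.77 CPM in pSlik_AD and 698.2 ± 329.3 CPM in pSlikLSD1_AD (SD, n = 3), a log2 fold change of 2.60 (SE 0.377, edgeR adjusted p 0.0281). Neither Cebpa (adjusted p 0.290) nor Pparg (adjusted p 0.0879) passed.

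The third comparison asked what loss of Lsd1 does in the same medium. Of 13779 genes tested in KD/Ctrl with limma, 746 were DEGs with higher and 455 with lower levels after knockdown. With the replicate block the counts were 819 and 554; same-numbered libraries had a correlation of deviations of 0.0439. The edgeR test on recovered reads, whole for 100% of genes, called 810 and 486. Among the other tests the edgeR exact test with a dispersion per gene gave 1135 and 727. The upward DEGs with the largest changes were Ccl4, Pydc3, I830012O16Rik, Oas3 and Oas2, with log2 fold changes from 4.86 to 6.11. Oas2 had 4.82 ± 0.545 CPM in siCtrl_AD and 140.8 ± 22.04 CPM in siLsd1_AD (SD, n = 3). The downward DEGs were Mylk4, Mybpc1, Chodl, Actc1 and Mettl21e, with log2 fold changes from -2.76 to -2.43. All 15 muscle genes were lower after knockdown with a limma adjusted p under 0.05, among them Myog (-1.48, SE 0.157, adjusted p 9.63e-06), which fell from 471.5 ± 13.7 to 174.3 ± 52.4 CPM (SD, n = 3). Here too, most of the 15 had been listed as IRGs by the study from these same libraries. Of the 8 adipogenic genes 4 could be tested. Cebpa (-0.51, adjusted p 1.39e-05) and Fabp4 (-0.91, adjusted p 0.0140) were lower, and Pparg did not differ (0.05, adjusted p 0.830).

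Glis1, a transcription factor gene that the study followed as a target, lies on chromosome 4 from 107426636 to 107635061 (GRCm38). It was 8.53 ± 0.197 CPM in pSlik_AD and 0.565 ± 0.0846 CPM in pSlik_MYO (SD, n = 3), a log2 fold change of -3.86 (SE 0.169, edgeR adjusted p 1.19e-12). In KD/Ctrl it rose from 2.34 ± 0.470 to 8.23 ± 1.15 CPM (SD, n = 3), a log2 fold change of 1.81 (SE 0.176, limma adjusted p 4.76e-06). With LSD1 it was 3.57 ± 2.97 CPM (SD, n = 3), with 1.05, 2.82 and 6.84 CPM in the 3 replicates, all below the lowest control at 8.31 CPM. The log2 fold change in OE/Ctrl was -1.27 (SE 0.584), and the edgeR adjusted p of 0.176 did not pass 0.05. It passed when all 15 libraries shared a fit (adjusted p 0.0285), and without pSlikLSD1_AD replicate 3, where the log2 fold change was -2.13 (adjusted p 0.000865).

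The overlap of the comparisons asked which genes respond to both medium and Lsd1. Of 12910 genes tested in all 3 comparisons, 3 were common DEGs: Col16a1, Col1a1 and Htra1. With the replicate block there were 0, beside 2068 genes with an unadjusted p under 0.05 in each comparison. All 3 had the same direction in OE/Ctrl as in MYO/AD (100%, Wilson interval 43.9% to 100%), and 1 had the opposite direction in KD/Ctrl (33.3%, 6.15% to 79.2%). That gene, Htra1 on chromosome 7 from 130936203 to 130985658, was the only IRG, lower in OE/Ctrl and higher in KD/Ctrl (0.76, limma adjusted p 1.04e-07). No IRG, and so no sarcomere gene, was up in OE/Ctrl and down in KD/Ctrl, whereas 1018 genes had these directions with an unadjusted p under 0.05 in each comparison. At an adjusted p under 0.05 with the same limits on reads and fold change there were 0 common DEGs, IRGs and sarcomere genes with the replicate block, and also 0 when pSlik_AD replicate 1, 2 or 3 or pSlikLSD1_AD replicate 2 was left out. Other tests, normalizations and shared fits of all replicates without a block gave 229 to 1021 common DEGs at that threshold. These extremes came with fixed dispersions of 0.05 and 0.01. The counts that follow are those of the main tests, without a block. The main tests gave 314 common DEGs, 268 higher and 46 lower in MYO/AD. Of these, 287 (91.4%, 87.8% to 94.0%) had the same direction in OE/Ctrl as in MYO/AD, and 183 (58.3%, 52.8% to 63.6%) the opposite direction in KD/Ctrl. There were 150 IRGs up in OE/Ctrl and down in KD/Ctrl and 42 with the reverse pattern, 61.1% of the 314 (55.7% to 66.4%). Of 30 sarcomere genes in the background of 11443, 17 were among the 150 (Fisher exact p 4.08e-25, two-sided). That p treats genes as independent and does not measure the spread between replicates. A further 113 common genes rose in both OE/Ctrl and KD/Ctrl, and 9 fell in both.

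**Figure D2:**
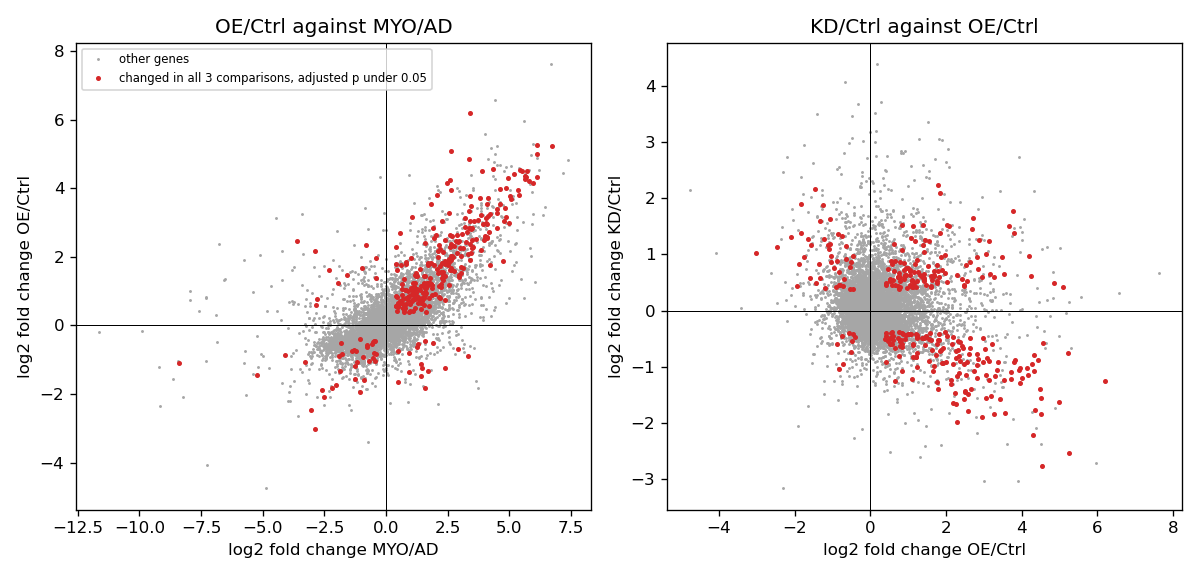
Log2 fold changes per gene, OE/Ctrl against MYO/AD on the left and KD/Ctrl against OE/Ctrl on the right, with the 314 genes past an adjusted p of 0.05 and the limits on reads and fold change in all 3 comparisons in red and other genes in grey. The left cloud rises (r = 0.702 across 12910 genes), and the right cloud shows little slope (r = -0.108).

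Across the 12910 genes, log2 fold changes of MYO/AD and OE/Ctrl had a Pearson r of 0.702. The r of MYO/AD with KD/Ctrl was -0.0883 and that of OE/Ctrl with KD/Ctrl was -0.108. Computed with 1 treated library at a time, r of MYO/AD with OE/Ctrl was 0.750, 0.726 and 0.384 for replicates 1, 2 and 3. For MYO/AD with KD/Ctrl these values were -0.0539, -0.175 and -0.0276 (SD 0.0786), and for OE/Ctrl with KD/Ctrl they were -0.0731, -0.250 and -0.0635 (SD 0.105), negative in each replicate with an SD about as large as the correlations. Over genes with a mean of at least 50 counts in each comparison, r was -0.133 for MYO/AD with KD/Ctrl and -0.157 for OE/Ctrl with KD/Ctrl. The siRNA and pSlik libraries were separate experiments, so no group was measured in both.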

Values the study reported

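The study reported 585 genes that were differentially expressed in all of its 3 comparisons, of which 441 were higher and 144 lower in myogenic than in adipogenic medium. It reported 349 inversely regulated genes. Of these, 275 were up with LSD1 overexpression and down with knockdown, and 74 showed the reverse.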

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

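The direction of every log2 fold change of Kdm1a and Glis1 held under all alternatives, and both stayed past an adjusted p of 0.05 in KD/Ctrl, as did Glis1 in MYO/AD. In OE/Ctrl, where neither passed in the main test, Kdm1a passed with the DESeq2 Wald test (0.28), with all 15 libraries in one fit (0.27) with the 9 pSlik libraries in one fit (0.27) and with an exact test at a fixed dispersion of 0.01 (0.28). Glis1 passed in OE/Ctrl with all 15 libraries in one fit (-1.27), with an exact test with one common dispersion (-1.27) and with fixed dispersions of 0.01 (-1.28) and 0.05 (-1.27). Leaving out each replicate gave 0.23 to 0.34 for Kdm1a and -2.13 to -0.84 for Glis1 in OE/Ctrl, and both passed without pSlikLSD1_AD replicate 3 and in no other of these fits. DESeq2 size factors, a mean of at least 1 CPM, no count minimum and 50 counts in either group left every count within 1.5 times. Pseudocounts of 0.1 and 10 and edgeR on recovered reads, which were run for KD/Ctrl and the overlaps, left the counts there within 1.5 times. Restriction to genes counted on the same transcript, run for the overlaps, left the common DEGs and IRGs unchanged. The pseudocounts, edgeR on recovered reads and the restriction to the same transcript were chosen after the data were seen. The exact tests with a common or a fixed dispersion were also chosen then, to see how far the size of the lists depends on the dispersion.

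The test mattered most in OE/Ctrl. The count tests named here used recovered reads in KD/Ctrl. With 7 upward and 2 downward DEGs in the main test, DESeq2 gave 523 and 135, the edgeR exact test 394 and 77, and the exact test with one common dispersion 799 and 77. Common DEGs were then 163, 164 and 358, IRGs up in OE/Ctrl 68, 80 and 207, and IRGs down in OE/Ctrl 26, 21 and 33. The sarcomere list had 5, 14 and 22 genes among the former, with Fisher exact p of 7.14e-07, 1.66e-23 and 2.60e-33. In KD/Ctrl the exact tests gave 1135 and 727, and 1315 and 839 DEGs. Fixed dispersions of 0.01 and 0.05 gave 1698 upward and 608 downward, and 709 and 59 DEGs in OE/Ctrl, with 419 and 56 common DEGs, 195 and 29 IRGs up in OE/Ctrl, 67 and 7 IRGs down in OE/Ctrl, and 20 and 7 sarcomere genes (Fisher exact p 1.71e-29 and 4.96e-13). The dispersion of 0.05 also gave 1491 and 869 DEGs in MYO/AD and 249 and 47 in KD/Ctrl. The cause was not tested beyond the dispersion itself. The common dispersion was 0.0413 in OE/Ctrl, against 0.00303 in MYO/AD.

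Sharing the estimate of the spread moved counts in both directions. All 15 libraries in one fit gave 2013 upward and 1472 downward DEGs in MYO/AD, 336 and 88 in OE/Ctrl, and 347 and 110 in KD/Ctrl, with 24 common DEGs and 3 and 8 IRGs. The 9 pSlik libraries in one fit gave 778 and 358 in MYO/AD and 53 and 16 in OE/Ctrl, with 11 common DEGs and 2 IRGs up in OE/Ctrl. With the replicate block the counts were 0 for DEGs in OE/Ctrl in either direction, 0 common DEGs and 0 IRGs down in OE/Ctrl, with 3765, 2068 and 396 genes respectively at an unadjusted p under 0.05. Without a low-count filter there were 12 upward DEGs in OE/Ctrl, 5 common DEGs and 1 IRG up in OE/Ctrl. Total counts only gave 1 downward DEG in OE/Ctrl, 0 IRGs down in OE/Ctrl and 0% of common DEGs with opposite direction in KD/Ctrl. The cause was not tested for these changes.

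Thresholds moved counts as well. At an adjusted p under 0.05 with the same fold change and count limits there were 665 and 192 DEGs in OE/Ctrl and 1527 and 984 in KD/Ctrl, with 314 common DEGs, 150 and 42 IRGs and 17 sarcomere genes (Fisher exact p 4.08e-25). Crossing this threshold with the other fits was chosen after the data were seen. No gene passed in OE/Ctrl with the replicate block (lowest adjusted p 0.103), so there were 0 common DEGs, 0 IRGs and 0 sarcomere genes. Without the block, other tests, normalizations and shared fits of all replicates gave 229 to 1021 common DEGs and 6 to 24 sarcomere genes. An adjusted p under 0.05 alone gave 5538 and 5545 in MYO/AD, 745 and 222 in OE/Ctrl, and 3066 and 3226 in KD/Ctrl, with 537 common, 232 and 78 IRGs and 18 sarcomere genes (p 4.91e-24). A fold change above 2 or below 0.5 gave 1801 and 1185 in MYO/AD, 1 downward DEG in OE/Ctrl, 304 and 50 in KD/Ctrl, 0 common DEGs and 0 IRGs down in OE/Ctrl; shares of common DEGs could not be computed there, nor with the block.

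Across the fits that each left out one replicate, DEGs ranged from 3032 to 3205 upward and 3058 to 3293 downward in MYO/AD, from 1 to 825 upward and 0 to 51 downward in OE/Ctrl, and from 572 to 785 upward and 242 to 533 downward in KD/Ctrl. Common DEGs ranged from 0 to 168, IRGs up in OE/Ctrl from 0 to 87, IRGs down in OE/Ctrl from 0 to 14, and sarcomere genes among the former from 0 to 9. The lowest OE/Ctrl counts and 0 common DEGs came in the fits that left out pSlik_AD replicate 1, 2 or 3, or pSlikLSD1_AD replicate 2, where 2607 to 3045 genes had an unadjusted p under 0.05 in OE/Ctrl and 1446 to 1616 had it in all 3 comparisons. In these 4 fits 1, 0, 0 and 0 genes had an adjusted p under 0.05 in OE/Ctrl, with 0 common DEGs at that threshold. Without pSlikLSD1_AD replicate 1 or 3 there were 276 and 1118 common DEGs at the adjusted threshold, and 13 and 24 sarcomere genes. Without pSlikLSD1_AD replicate 1 there were 12 and 2 DEGs in OE/Ctrl, and the highest counts came without pSlikLSD1_AD replicate 3. The share of common DEGs in the same direction in OE/Ctrl ranged from 89.3% to 100% and the share opposite in KD/Ctrl from 20.0% to 63.7%, over the 11 fits with any common DEG. The correlation ranged from 0.642 to 0.746 for MYO/AD with OE/Ctrl, from -0.119 to -0.0327 for MYO/AD with KD/Ctrl and from -0.148 to -0.0343 for OE/Ctrl with KD/Ctrl. It was 0.709 for MYO/AD with OE/Ctrl with disjoint controls, against 0.731 with shared controls in that calculation.

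Of the named genes, Pparg in KD/Ctrl reversed to -0.026 without siLsd1_AD replicate 3, with up to 0.161 in the other fits that left out a replicate; it did not differ either way. When a replicate was left out, calls of other named genes became weaker in 61 cases and stronger in 11. With the replicate block 15 became weaker. With all 15 libraries in one fit 10 became weaker and 8 stronger, and with a fixed dispersion of 0.05, 10 weaker and 6 stronger. DESeq2 and the 9 pSlik libraries in one fit each made 8 stronger, the exact tests with tagwise or common dispersion 7, and a fixed dispersion of 0.01, 9. No low-count filter and total counts only each made 3 stronger, and DESeq2 size factors and a mean of at least 1 CPM each made 1 weaker. The files hold 1 transcript per gene, so the planned count over every transcript was not run. Total counts only and the 9 pSlik libraries in one fit do not apply to KD/Ctrl, whose values already share a total.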

Other observations

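The tests of the pSlikLSD1_AD gradient other than GC content and transcript length, of Lars2, of the control groups, of Gpc4, of the siRNA itself and of the correlations under other splits, as well as the splits at an adjusted p under 0.05, were chosen only after the result was seen.

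The values here differ from several quoted from the study above. There were 3 common DEGs here. That is lower than the value quoted from the study above. Of them, 2 were higher and 1 was lower in MYO/AD. Both are lower than the values quoted from the study above. There was 1 IRG here, 0 up and 1 down in OE/Ctrl. Each is lower than the value quoted from the study above. The study names edgeR but neither the test nor the dispersion, and KD/Ctrl was tested with limma here. Fold changes of Glis1, Myog and Htra1 lay close to those the study lists in each comparison. Lower counts therefore need not mean different fold changes. No alternative with the DEG threshold that was run gave as many common DEGs as quoted from the study above. The highest count with it was 419, with the dispersion fixed at 0.01, and the exact test with one common dispersion gave 358. At an adjusted p under 0.05 with the same limits, some fits exceeded the study's count. Common DEGs were then 678 with the DESeq2 Wald test, 674 with the edgeR exact test and 716 with the 9 pSlik libraries in one fit. A fixed dispersion of 0.01 gave 1021, whereas the main tests gave 314 and the replicate block 0.

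Other splits of the libraries were fitted. For each comparison, 4 of the 10 splits of its 6 libraries part all same-numbered pairs, and 1 of the 4, the real one, gave as many DEGs in MYO/AD, in OE/Ctrl and in KD/Ctrl, and in OE/Ctrl also at an adjusted p under 0.05. With 4 splits no share under 0.05 can arise, so chance cannot be excluded by this count alone. The others of the 10 gave 0 DEGs. For common DEGs, 2 of 100 splits that kept 1 library of each number per group gave as many, both at the DEG threshold and at an adjusted p under 0.05. The other such split had the whole pSlik_MYO group in the place of the control, with 22 common DEGs and 702 at the adjusted threshold. An absolute r as large came up in 50 of the 100 splits for MYO/AD with OE/Ctrl, in 31 for MYO/AD with KD/Ctrl and in 21 for OE/Ctrl with KD/Ctrl. These splits keep real effects, since they mix libraries of both media and of both lines, and some are close to a real comparison or its reverse, so they do not test the correlations. Sharing control libraries accounted for little of the r of MYO/AD with OE/Ctrl, which was 0.709 with disjoint controls and 0.731 with shared controls in that calculation. Depth did not account for the number of DEGs of MYO/AD, which was 6577 after thinning the myogenic libraries to the median depth of the controls and 6656 before.

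The pSlikLSD1_AD replicates form a gradient. Actc1 had 799.7, 509.2 and 95.4 CPM in replicates 1, 2 and 3, and 12.3 ± 1.00 CPM in pSlik_AD (SD, n = 3). A weighted sum of 57.5% of replicate 1 and 42.5% of replicate 3 described replicate 2 with a median absolute log2 residual of 0.042 over 10626 genes. Within the other 4 groups, fitting each replicate from the other two left 0.0391 to 0.103. Over the 1454 genes more than 2-fold apart between replicates 1 and 3 the residual was 0.0454 for the weighted sum and 0.166 for interpolation on the log scale. A weighted sum of replicate 1 and a control library left 0.0691, 0.0704 and 0.0585 with control replicates 1, 2 and 3, also within the range of the other groups. Over the genes more than 2-fold apart between the libraries summed, these fits left 0.0879, 0.0895 and 0.0791, and Gpc4, nearly absent from the controls, was as high in replicate 2 (19.5 CPM) as in replicate 1 (19.8 CPM), so a control component describes replicate 2 less well than replicate 3 does. Replicate 2 may thus hold RNA or cells of the same kinds as replicates 1 and 3 in fixed proportion; mixing of RNA, mixing of libraries, and cultures that differ in the fraction of responding cells would all look like this and were not told apart. A response graded alike in every cell would not in general be linear across genes. Replicate 3 was not a plain control library: its median absolute log2 difference to the nearest control was 0.123, against at most 0.111 between controls, a small margin, and it held 16.97 CPM of Gpc4 against at most 0.0924 in the controls. Replicate 3 was also described poorly as replicate 1 plus a control (residual 0.117 to 0.166). Depth did not follow the gradient, since replicate 2 was the deepest at 40789131 reads. The log ratio of replicate 1 to replicate 3 had a Spearman rho of -0.16 with GC content and 0.36 with transcript length, over 99.5% of the genes. A smooth over length lowered the SD of that ratio only from 0.768 to 0.727, and moved the median of the sarcomere list from 2.05 to 2.33 higher in replicate 1, so length is related to the gradient without fully explaining it; the MYO/AD changes had a rho of 0.288 with length. In Kdm1a reads replicate 2 lay 72.0% of the way from replicate 3 to replicate 1, but 3 libraries cannot show whether the level of LSD1 sets the response. If replicate 2 is a mixture of the others, the group holds fewer than 3 independent libraries. Mixing of replicates 1 and 3 would account for the position of replicate 2, not for the difference between replicates 1 and 3. The gradient did not follow depth and length did not fully explain it. Rn45s reads did rise along it, with 1443.2, 4601.3 and 8170.2 CPM in replicates 1, 2 and 3. Rn45s varied more in pSlik_AD, from 7876.2 to 68631 CPM, where the replicates correlated at 0.997. The relation of Rn45s to the gradient was not tested, and other technical causes were not excluded.

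The strict threshold favours genes with little spread between replicates, so the DEGs of OE/Ctrl are selected for lying off this gradient, and their evenness is no finding by itself. Gpc4, on the X chromosome from 52051007 to 52164923, had 19.8, 19.5 and 17.0 CPM in the 3 replicates, a ratio of replicate 3 to replicate 1 of 0.858, whereas that of Myog was 0.350. Cthrc1 had a ratio of 1.34, Tmem100 of 0.796 and Col1a1 of 0.630. A candidate explanation for Gpc4 is a standing difference between the LSD1 line and the vector line, but without an uninduced library of the LSD1 line it cannot be told apart from a response that was complete in all replicates.

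Lists written before the data were examined were set against 10000 random lists matched on mean expression, as a description of these libraries. The sarcomere list had a median log2 fold change of 2.45 in OE/Ctrl, at percentile 100. There, 18 of 32 genes tested were higher at an adjusted p under 0.05, and 0 with the replicate block. In KD/Ctrl the sarcomere list had -0.93, at percentile 0, with 28 of 34 genes lower at an adjusted p under 0.05. The glucocorticoid list had a median log2 fold change of -1.87 in MYO/AD, at percentile 0, which is consistent with dexamethasone being present in the adipogenic medium alone. The cell cycle list had -1.92 in MYO/AD, at percentile 0, as lower serum would give, and medium components and differentiation were not separated. In OE/Ctrl it had -0.43, at percentile 0, though 0 of 30 genes passed an adjusted p of 0.05 and the fall followed the gradient, with median log2 CPM of 6.50, 6.996 and 7.53 in the 3 replicates and 7.40 to 7.55 in the controls. In KD/Ctrl it was expected to rise if knockdown delays exit from the cycle; it had -0.16, at percentile 4.53, which goes against that. In KD/Ctrl the GC content (rho 0.068) and transcript length (rho -0.16) were only weakly related to the log2 fold change.

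The interferon list rose in KD/Ctrl with a median log2 fold change of 2.79, at percentile 100, and all 25 genes passed a limma adjusted p of 0.05. Its median log2 CPM was 6.37 to 6.42 in the 3 siLsd1_AD libraries and 3.82 to 4.18 in siCtrl_AD. The list was already 3.77 higher in siCtrl_AD than in pSlik_AD, where Oas2 had 0 CPM in each library, so transfection with siRNA may itself raise it. As only one siRNA sequence per group could be compared, loss of Lsd1 cannot be told apart from a response to the siRNA sequence. The glucocorticoid list also rose in KD/Ctrl (0.56, percentile 99.99), for which no test was planned.

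Lars2 followed Rn45s. Deviations from the group means of log2 CPM had a Pearson r of 0.985 and a Spearman rho of 0.989 over the 15 libraries (permutation p 1e-05 for each, the smallest that 100000 permutations can give; a single relation was computed). Without the 2 libraries farthest in Rn45s r was 0.978, within the 9 pSlik libraries 0.981 and within the 6 siRNA libraries 0.994. Reads of ribosomal RNA counted on Lars2 are a candidate explanation, and its changes between groups are best not read as changes of the gene. No biological explanation was tested.

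The control groups of the experiments differed although both were in adipogenic medium. Myog was 471.5 ± 13.7 CPM in siCtrl_AD and 116.5 ± 7.77 CPM in pSlik_AD, and Glis1 was 2.34 ± 0.470 and 8.53 ± 0.197 CPM (SD, n = 3). The Glis1 level reached after Lsd1 knockdown, 8.23 ± 1.15 CPM (SD, n = 3), was thus close to the control level of the other experiment. Over 10626 genes, 11.9% differed more than 2-fold. The choice of transcript did not account for it: the SD of the log2 differences was 0.792 over all genes and 0.745 over those counted on the same transcript. Line, transfection and batch all differ between the experiments and cannot be told apart.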
